A study of Mus musculus with 6 samples. Its data were reported in "Yap regulates skeletal muscle fatty acid oxidation and adiposity in metabolic disease" (2021).

How the data were processed

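Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in nuclei of mouse skeletal muscle fibres sorted by flow cytometry for the perinuclear protein PCM1. Per the labels, adeno-associated virus of serotype 6 carrying a short hairpin RNA against Yap (AAV6:Yap-shRNA) or against the bacterial gene lacZ (AAV6:lacZ-shRNA, the control) was given to muscles of opposite limbs of male C57BL/6J mice aged 8 weeks, and tissue was taken after 28 days. Each library came from a pool of 4 gastrocnemius and 4 tibialis anterior muscles, and there were 3 libraries per group. The labels do not state whether libraries with the same number came from the same mice.

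The authors aligned paired-end reads to the mouse genome GRCm38 with BWA, removed duplicates with Samtools, called peaks with MACS, merged peaks found in several libraries into 1 set, and counted reads with FeatureCounts. The deposited values are raw counts per region in 2 tables, 1 of 36097 peaks and 1 of 49366 genes counted around their transcription start sites (TSS windows, within 1 kb of a start). How the authors combined several starts of a gene is not stated. The smallest mean count over the 6 libraries was 10 in both tables, below which the authors discarded genes. No normalization had been applied to the deposited counts. Reads were not realigned here, and fragment lengths, duplicate rates and the position shift of the transposase were not analysed here. Which reads mapped to several places was not examined, so regions similar to other sequences are given with that limit where they are named.

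Total counts per library in peaks were 3824989, 2588520 and 6871176 for lacZ-shRNA replicates 1, 2 and 3, and 6578185, 6701781 and 5884288 for the Yap-shRNA replicates. In TSS windows the totals were 5431766, 3326803 and 8964441, and 9560705, 10319467 and 8622014. The lacZ-shRNA replicates 1 and 2 were the shallowest libraries in both tables. The median count per peak ran from 36.0 to 108 and the median count per TSS window from 32.0 to 109. Replicates of a group differed by more than counting error, with a chi-square per degree of freedom of 1.97 to 7.95 between pairs of replicates.

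Both tables were tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3), using TMM factors, the quasi-likelihood test with robust estimation and the newer form of its dispersion, no covariate, and Benjamini-Hochberg adjustment over all regions of a table at a threshold of 0.05. Fold changes are Yap-shRNA over lacZ-shRNA on the log2 scale. The standard error (SE) was derived from the test, as the absolute log2 fold change divided by the square root of its F statistic. Levels are counts normalized to the TMM-adjusted library size in the edgeR unit CPM, with the standard deviation (SD) over 3 libraries. TMM factors ran from 0.910 to 1.07 in peaks and from 0.938 to 1.04 in TSS windows. The method was tested on simulated counts drawn from the means, library sizes and trended dispersions of the real tables. The 200 changed regions were drawn among those with a mean count of at least 50, so the recovered shares do not describe regions of lower count. Differences in quality between libraries were not simulated. For peaks, 49.3% of regions changed 1.5-fold, 92.5% of those changed 2-fold and 100% of those changed 4-fold were recovered, and 6.9% of the calls were false. For TSS windows the recovered shares were 32.8%, 97% and 100%, with 1.9% false calls. Simulated tables without a change gave 0 calls.

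Regions were placed on the GRCm38 sequence and the GENCODE M21 annotation, in which all 49366 gene identifiers of the TSS windows were found with the same symbol. Of the peaks, 35982 lay on chromosomes and 115 on unplaced contigs. A peak was called a promoter peak within 1 kb of any annotated start, otherwise exonic, intronic or intergenic. These classes refer to any annotated gene, not only to the gene that names the peak. Peaks were named by the nearest start of a protein-coding gene, which does not establish that they regulate it. For each region the longest run of a repeated G or C (written below as a G or C run) and of a repeated A or T was taken from the sequence. Regions on unplaced contigs were not searched and were counted as holding no run. Peaks were also searched for the 6-base core of the TEAD motif, an 8-base form of it, the palindrome core of the glucocorticoid receptor and a quadruplex pattern of 4 G or C tracts, and were matched to the mitochondrial genome with blastn 2.17.0 at 90% identity over at least 100 bases, which 10 peaks met.

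Gene lists were tested with camera on the edgeR fit at a preset correlation of 0.01, beside camera with an estimated correlation and fry, with Benjamini-Hochberg adjustment over 23 lists. The lists, fixed before the data were examined, were YAP/TEAD target genes, Hippo pathway components, TCA cycle, fatty acid oxidation, glycolysis and glycogen, oxidative phosphorylation, CCT/TriC chaperonin and prefoldin, heat shock and protein folding, interferon response and antigen presentation, sarcomere and contraction, slow fibre genes, neuromuscular junction and denervation, atrophy and FoxO targets, glucocorticoid response, enhancer-linked genes named in the study, genes of proteins named in the study, genes of unrelated tissues, and markers of leukocytes, of fibroblast and fibro-adipogenic cells, of endothelial cells, of satellite cells, of smooth muscle and pericytes, and of Schwann cells and adipocytes. For peaks, a list took the peaks whose nearest protein-coding start lay within 50 kb. Several peaks of 1 gene entered as separate members, and the preset correlation takes them as nearly independent. The 95% intervals of list medians came from 2000 bootstrap draws over regions and describe the spread between regions, not between libraries. Shares of peaks were compared by 2-sided Fisher's exact tests in scipy 1.17.1, and motif shares also with 10000 draws of peaks matched on width and GC content.

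The main design, its tests, the lists and the rule for named genes were chosen before the data were examined. Of the motifs only that of TEAD was among these tests, and the palindrome of the glucocorticoid receptor was not. The rule took Yap1 and the genes named in the study, the 8 regions per table and direction with the largest change among those past the threshold with a mean count of at least 50 and no overlap between groups, with gene symbols that are not Gm or Rik models first, filled up with the smallest p values, and the 3 members of each list with the smallest p. After values were seen, the 8 largest changes without a G or C run of 15 bases under the same limits were added. Some regions taken by these rules are not reported here. Alternatives were relative log expression factors, total counts, cyclic loess offsets, GC content as an offset, the likelihood ratio test of edgeR, DESeq2 1.42.0, filters on low counts, a replicate block, stricter thresholds, subsets of regions and leaving out each library in turn. Added after the data were seen were the removal of regions with long G or C runs, trended dispersions, the removal of both shallow libraries, and the glucocorticoid list without genes the study names. Expression of RNA or protein was not used here, so accessibility is not compared with transcript levels.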

Results

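The data describe open chromatin in myonuclei 28 days after a virus carried a hairpin against Yap or, as control, against lacZ into the muscle, with 3 libraries per group. YAP is a coactivator that binds DNA through TEAD factors and is restrained by the Hippo pathway. The comparison of the groups asks which regions differ in accessibility when Yap is silenced in adult muscle. Total counts ran from 2588520 to 6871176 per library in peaks and from 3326803 to 10319467 in TSS windows, with the lowest totals in lacZ-shRNA replicates 1 and 2.

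Yap1 itself showed no detectable difference in accessibility. Its TSS window (chromosome 9, gene at 7931999 to 8004596, minus strand, ENSMUSG00000053110) measured 14.3 ± 2.28 CPM with lacZ-shRNA and 14.4 ± 2.23 with Yap-shRNA (SD, n = 3 each), a log2 fold change of 0.05 (SE 0.18, edgeR adjusted p = 0.987). The peak at its promoter (chromosome 9, 8003788 to 8005035) had a log2 fold change of 0.12 (SE 0.16, edgeR adjusted p = 0.906). A short hairpin RNA acts on the transcript, so accessibility of the gene says nothing of the knockdown, and the labels could not be checked by it.

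Far more peaks were less accessible than more accessible with Yap-shRNA. Among 36097 peaks, 173 were lower and 18 were higher (edgeR quasi-likelihood test, Benjamini-Hochberg). The lower peaks had a median log2 fold change of -0.77, and the higher ones 0.65. In 172 of the lower peaks and in all 18 higher ones the 3 libraries of each group did not overlap. Over all peaks, 13.3% had no overlap, where 10% would arise by chance. Called peaks are picked for a difference between the groups, so their lack of overlap, here and below, largely restates the call. At an unadjusted p under 0.05, 1833 peaks were lower and 1327 higher. With total counts in place of TMM factors, the median of all peaks shifted by 0.14 on the log2 scale and the split became 134 lower and 165 higher, so directions are relative to the median peak. Without lacZ-shRNA replicate 3 the lower count was 355, without Yap-shRNA replicate 1 it was 103 and without Yap-shRNA replicate 2 it was 114, while the higher count was 6, 46 and 67 without lacZ-shRNA replicates 1, 2 and 3, and 8 and 4 without Yap-shRNA replicates 2 and 3.

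Of the 39 peaks near the enhancer-linked genes named in the study 3 were lower, 1 each near Sgk1, Arrdc2 and Slc2a3. Over all peaks of these genes the median log2 fold change was -0.05 (6 peaks), -0.44 (3 peaks) and -0.52 (2 peaks). The exonic peak of Sgk1, a kinase induced by glucocorticoids (chromosome 10, 21999823 to 22002620), measured 133 ± 14.8 CPM with lacZ-shRNA and 80.6 ± 12.9 with Yap-shRNA (SD, n = 3), 1.65-fold lower (log2 fold change -0.72, SE 0.12, edgeR adjusted p = 8.7e-05). The exonic Arrdc2 peak (chromosome 8, 70831139 to 70835226) measured 287 ± 43.0 and 182 ± 33.1 CPM, 1.58-fold lower (edgeR adjusted p = 0.0014). In an intron of Slc2a3, which encodes the glucose transporter GLUT3, a peak (chromosome 6, 122795124 to 122796050) measured 27.2 ± 3.76 and 16.1 ± 1.51 CPM, 1.70-fold lower (edgeR adjusted p = 0.0043). All 3 libraries of each group lay apart in these peaks. The Sgk1 call held when any library was left out (highest adjusted p 0.013), the Arrdc2 call ended without Yap-shRNA replicate 1 (0.069) and with cyclic loess offsets, and the Slc2a3 call without Yap-shRNA replicate 1 or lacZ-shRNA replicate 1 (highest 0.068).

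Outside G or C runs of 15 bases, the 8 lower peaks of largest change with a mean count of at least 50 and a gene symbol that is not a Gm or Rik model, chosen after their values were seen, lay near Col19a1, Tmem234, Pde4a, Prtg, Mpp7, Itpr1, Col14a1 and Auts2. Changes larger than some of these were left out by the symbol for 1500009L16Rik (log2 fold change -0.98) and by the count for Cntnap5b (-1.36), Mpped2 (-1.29), Dgkb (-1.16) and H2al1n (-1.04), and likewise for a peak nearest to Zwint. An intronic peak of Itpr1, an inositol trisphosphate receptor that releases calcium (chromosome 6, 108424670 to 108425709), measured 48.8 ± 1.85 and 24.9 ± 4.13 CPM (SD, n = 3), 1.95-fold lower (edgeR adjusted p = 2.4e-06). The promoter peak of Mpp7 (chromosome 18, 7608692 to 7610018) was 1.96-fold lower and the intronic Prtg peak (chromosome 9, 72863611 to 72864135) 1.98-fold lower. A peak 75838 bases from the nearest start of Col14a1, which encodes a collagen (chromosome 15, 55230805 to 55231912), was 1.94-fold lower. An intergenic peak 110 kb from Auts2 (chromosome 5, 132653673 to 132654424) was 1.92-fold lower. The intronic Tmem234 peak (chromosome 4, 129603344 to 129603880) was 2.11-fold lower. The calls of these last 6 peaks held when any library was left out. At the promoter of Pde4a, which encodes a cyclic AMP phosphodiesterase (chromosome 9, 21196605 to 21197101), the peak was 2.07-fold lower, a call that ended without lacZ-shRNA replicate 1 or Yap-shRNA replicate 1 (highest edgeR adjusted p 0.146), and with cyclic loess offsets, GC content as an offset or the filter at a mean count of 50. The peak named by Col19a1 (chromosome 1, 24611235 to 24616833) matches the mitochondrial genome and measured 124 ± 42.0 and 47.8 ± 4.08 CPM, so it may hold mitochondrial reads and is not read as an element of that gene. Its call (2.61-fold lower, edgeR adjusted p = 0.020) ended without lacZ-shRNA replicate 1, Yap-shRNA replicate 1 or Yap-shRNA replicate 3 (highest 0.166), and with the same 3 settings as that of Pde4a.

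The 18 higher peaks included those nearest to Myl1 and Trim63. An intergenic peak 11.0 kb from Myl1, which encodes a fast myosin light chain (chromosome 1, 66922861 to 66923667), measured 10.4 ± 0.284 CPM with lacZ-shRNA and 20.4 ± 2.95 with Yap-shRNA (SD, n = 3), 1.95-fold higher (edgeR adjusted p = 0.0014), and held its call when any library was left out. The exonic peak of Trim63, which encodes the ubiquitin ligase MuRF1 (chromosome 4, 134327459 to 134331447), rose from 83.3 ± 15.1 to 123 ± 9.27 CPM, 1.48-fold (edgeR adjusted p = 0.0056). Also higher were intronic peaks of Xylt1 (chromosome 7, 117470116 to 117470932, 2.09-fold), Anxa4 (chromosome 6, 86772333 to 86773108, 1.78-fold), St3gal3 (chromosome 4, 118101728 to 118102674, 1.73-fold) and Nav1 (chromosome 1, 135659334 to 135660249, 1.63-fold), and the promoter peak of Rgs14 (chromosome 13, 55369664 to 55370825, 1.64-fold). These calls were less stable than that of Myl1. With 1 library left out, the Trim63 call ended without lacZ-shRNA replicate 1 or Yap-shRNA replicate 3 (highest edgeR adjusted p 0.100), and the calls of Xylt1, Anxa4, St3gal3, Nav1 and Rgs14 in 4, 4, 5, 5 and 4 of the 6 fits. The calls of these last 5 peaks also ended with cyclic loess offsets, those of Anxa4, St3gal3, Nav1 and Rgs14 with DESeq2, those of Xylt1, Anxa4, St3gal3 and Nav1 with the filter at a mean count of 50, those of St3gal3 and Nav1 without regions holding G or C runs, and that of St3gal3 with the replicate block.

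**Figure D1:**
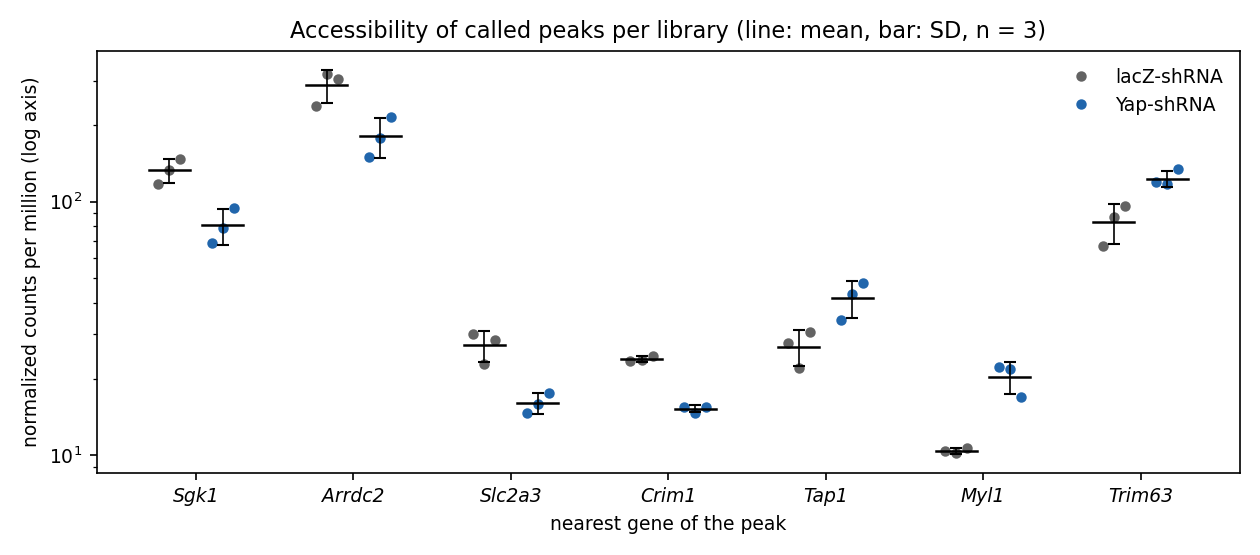
Normalized CPM (log axis) of 7 called peaks in each of the 6 libraries, with lacZ-shRNA in grey and Yap-shRNA in blue. Points are libraries, horizontal lines are means and bars are SD (n = 3). The libraries of the groups do not overlap in any of these peaks, and the Sgk1 peak measured 133 CPM with lacZ-shRNA and 80.6 with Yap-shRNA.

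Of the 173 lower peaks, 62 held a G or C run of at least 15 bases and 29 a run of over 30, while none of the 18 higher peaks held a run of 15. Among peaks with a run of over 30 bases, 29 of 33 were lower, against 20 of 38 with runs of 26 to 30, 5 of 32 with 21 to 25, 8 of 302 with 15 to 20 and 102 of 34134 with runs of up to 9. With an A or T run of over 30 bases, 6 of 113 were lower. The 33 peaks with the longest G or C runs took 6.60 ± 1.07% of all counts with lacZ-shRNA and 3.53 ± 0.917% with Yap-shRNA (SD, n = 3). Of the 8 lower peaks of largest change with a mean count of at least 50 and a gene symbol that is not a Gm or Rik model, all but that named by Col19a1 belonged to this class. These 7 were the peaks nearest to Awat2 (chromosome X, 100443287 to 100443571, 2.54-fold lower), Tyw1 (chromosome 5, 130258626 to 130258943, 2.52-fold), Amot (chromosome X, 145514784 to 145515361, 2.47-fold), Tiam2 (chromosome 17, 3379499 to 3380136, 2.47-fold), Zrsr1 (chromosome 11, 22972013 to 22973472, 2.46-fold), Cdh13 (chromosome 8, 118846952 to 118847563, 2.44-fold) and Bbs2 (chromosome 8, 94099404 to 94099784, 2.40-fold). The Amot peak, with a run of 40 bases, alone measured 3091 ± 354 CPM with lacZ-shRNA and 1252 ± 384 with Yap-shRNA, so a nearby Hippo gene does not make it a Hippo element. Without lacZ-shRNA replicate 1 or replicate 3 the Tyw1, Cdh13 and Bbs2 calls ended (highest edgeR adjusted p 0.253, 0.196 and 0.272), and without lacZ-shRNA replicate 1 the Zrsr1 call ended (0.079). With cyclic loess offsets the calls of all 7 peaks ended, the Tyw1, Cdh13 and Bbs2 calls also ended with the filter at a mean count of 50, and that of Bbs2 with relative log expression factors and GC content as an offset.

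**Figure D2:**
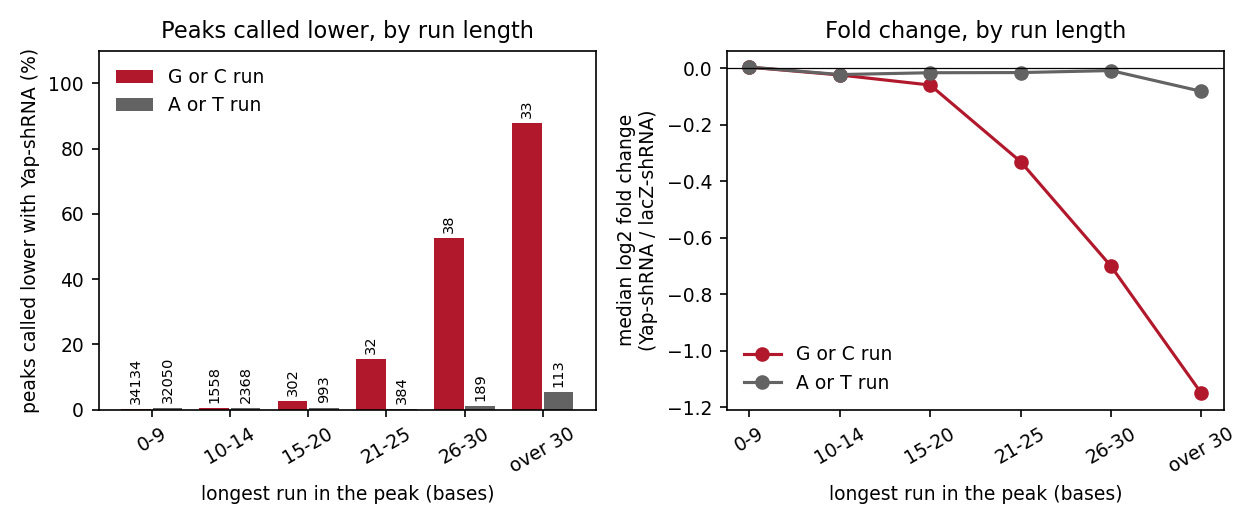
The left panel shows the percentage of peaks called lower with Yap-shRNA by the longest G or C run (red) or A or T run (grey) in the peak, with the number of peaks above each bar. The right panel shows the median log2 fold change of the same classes, which falls to -1.15 in the 33 peaks with a G or C run of over 30 bases and stays at -0.08 in the 113 peaks with an A or T run of that length.

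At transcription start sites few genes differed. Of 49366 TSS windows, 11 were lower and 1 was higher (edgeR quasi-likelihood test, Benjamini-Hochberg), with 1607 and 1001 at an unadjusted p under 0.05. Of the 11 lower windows, 8 held a G or C run of at least 15 bases, namely Tyw1, Awat2, Mettl5, Pex7, Bbs2, Gm43333, Gm19220 and Gm48292, with folds of 1.65 to 2.57. The other lower windows were those of Gm37257 (chromosome 14, 46044460 to 46061149, 2.02-fold, with a run of 13 bases), Gm48630 (chromosome 12, 110985984 to 110987118, 1.60-fold) and CAAA01118383.1 (1.59-fold), which lies on an unplaced contig. With 1 library left out, the calls of Awat2, Gm19220 and Gm48292 held, those of Tyw1 and Gm37257 ended without lacZ-shRNA replicate 1 (edgeR adjusted p 0.578 and 0.688), that of Pex7 without Yap-shRNA replicate 1 (0.174), that of Gm43333 without either (highest 0.654), and those of Mettl5, Bbs2, Gm48630 and CAAA01118383.1 in 4, 4, 5 and 5 of the 6 fits (edgeR adjusted p up to 1). The calls of Tyw1, Gm37257, Gm43333 and Mettl5 also ended with cyclic loess offsets, that of Mettl5 with DESeq2, and those of Gm48630 and CAAA01118383.1 with total counts, with trended dispersions and without regions holding G or C runs. The higher window was that of Gm23194 (chromosome 11, 69240599 to 69240703), at 6.75 ± 0.837 CPM with lacZ-shRNA and 14.3 ± 2.32 with Yap-shRNA (SD, n = 3), 2.14-fold higher (edgeR adjusted p = 0.0070), a call that ended without lacZ-shRNA replicate 3 or Yap-shRNA replicate 3 (highest 0.271) and with DESeq2. None of the 20540 protein-coding windows was higher past the threshold. The windows of smallest p in that direction that did not pass were those of Gata5os, Bcl7c, Gm13433, Pea15a, n-R5s161, Gm1335 and Gm15454, with log2 fold changes of 0.84, 0.77, 0.67, 0.53, 0.73, 0.70 and 0.65 and edgeR adjusted p from 0.119 to 0.676. Without lacZ-shRNA replicate 1 the counts were 132 lower and 5 higher, without Yap-shRNA replicate 1 the lower count was 5, the higher count was 2 without lacZ-shRNA replicate 2 and 0 without lacZ-shRNA replicate 3 or Yap-shRNA replicate 3, and without both shallow libraries, which leaves 1 control library, 256 windows were lower and 25 higher.

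Genes of the glucocorticoid response were less accessible with Yap-shRNA as a group. All 13 measured members had a log2 fold change under 0 at their TSS windows, with a median of -0.30 (camera adjusted p = 3.6e-09, preset correlation). With an estimated correlation the adjusted p was 0.701, and with fry 0.847, so the call rests on the preset. None passed over all windows, and 4 members passed adjusted over the list alone. They were Ddit4 (-0.48), an inhibitor of mTORC1 signalling, Zbtb16 (-0.43), Glul (-0.39), which encodes glutamine synthetase, and Tsc22d3 (-0.36), which encodes the glucocorticoid-induced protein GILZ. Of the list's 55 peaks within 50 kb, which belong to 13 genes, 41 lay under 0 with a median of -0.22 (camera adjusted p = 2.8e-10, and adjusted p = 0.689 with an estimated correlation). The estimated correlation was 0.319 and peaks of 1 gene are not independent, so the p at the preset overstates the evidence. With total counts, which shift the median of all peaks, the list's medians were -0.08 in peaks and -0.24 in windows. In peaks 10 passed adjusted over the list alone, of which that of Sgk1 also passed over all peaks, while peaks of Fkbp5 (-0.53, edgeR adjusted p = 0.075) and Tsc22d3 (-0.41, edgeR adjusted p = 0.120) did not. The study names 4 of these genes, Glul, Nr3c1, Sgk1 and Pdk4, and without them the camera adjusted p was 8.1e-06 for 9 windows and 4.0e-09 for 41 peaks (0.701 and 0.693 with an estimated correlation). The study also names glucocorticoid signalling as a theme of genes with less open enhancers in these samples. The shortened list is thus no independent evidence of its direction.

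The enhancer-linked genes named in the study, a list chosen on these samples and thus no independent evidence of its direction, had lower medians in both tables. The median was -0.25 over 9 windows and -0.22 over 39 peaks of 9 genes (camera adjusted p = 5.9e-05 and 4.0e-08, and adjusted p = 0.701 and 0.619 with an estimated correlation). With total counts the medians were -0.18 and -0.08. Besides Sgk1, Arrdc2 and Slc2a3, no peak of the list passed over all peaks. The peaks of smallest p of Gpt2 (log2 fold change -0.40), Idh2 (-0.59), Glul (-0.33), Nr3c1 (-0.27) and Prkce (0.26) had edgeR adjusted p from 0.169 to 0.831. Over all peaks of each of these genes the medians were -0.23, -0.06, -0.23, -0.27 and 0.10. Adjusted over the list alone, 10 peaks and 2 windows passed. The list's call in windows was lost without lacZ-shRNA replicate 3 (camera adjusted p = 0.170). Among genes of proteins named in the study, Pdk4, Acadsb, Suclg2, Ampd1, Amd1 and Smox, no window or peak was called, and the medians were 0.02 and 0.03 (camera adjusted p = 0.956 and 0.805). The Amd1 peak (0.41, edgeR adjusted p = 0.099) came nearest.

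Genes of the interferon response and antigen presentation were more accessible with Yap-shRNA as a group. Of the list's 22 peaks within 50 kb, which belong to 15 genes, 21 had a log2 fold change above 0 and the median was 0.32 (camera adjusted p = 4.7e-09, preset correlation, and adjusted p = 0.269 with an estimated correlation). The promoter peak of Tap1, whose product loads peptides for antigen presentation (chromosome 17, 34186513 to 34188251), measured 26.8 ± 4.34 CPM with lacZ-shRNA and 41.8 ± 7.04 with Yap-shRNA (SD, n = 3), 1.53-fold higher (edgeR adjusted p = 0.017), but the Tap1 call ended in 4 of the 6 fits with 1 library left out (highest 0.299), with DESeq2 and with the filter at a mean count of 50. Adjusted over the list alone 10 peaks passed, among them those of Zc3hav1 (0.60) and Irf1 (0.49), which did not pass over all peaks. At TSS windows 20 of 30 members lay above 0 with a median of 0.18 (camera adjusted p = 9.5e-06, and adjusted p = 0.701 with an estimated correlation), and B2m (0.55) alone passed adjusted over the list alone. With total counts the medians were 0.47 in peaks and 0.24 in windows. The Tap1 window had a log2 fold change of -0.01. Leukocyte markers moved in the same direction at TSS windows, with 16 of 20 above 0 and a median of 0.15 (camera adjusted p = 0.0040, and adjusted p = 0.701 with an estimated correlation), a call lost without lacZ-shRNA replicate 1 (0.239). Laptm5 and Spi1, the leukocyte markers of highest level, measured 37.9 and 37.6 CPM with lacZ-shRNA and 45.6 and 43.6 with Yap-shRNA.

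Muscle lists moved modestly at TSS windows. Of 29 sarcomere and contraction genes 23 lay under 0 with a median of -0.14 (camera adjusted p = 0.0012, and adjusted p = 0.947 with an estimated correlation), with the smallest p for Tcap (-0.48), Ckmt2 (-0.30) and Mylpf (-0.28). Atrophy and FoxO targets had a median of -0.19 with 15 of 17 under 0 (camera adjusted p = 0.0040, and adjusted p = 0.947 with an estimated correlation), led by Foxo3 (-0.27), Foxo1 (-0.30) and Map1lc3a (-0.24), although the Trim63 peak rose. Heat shock and protein folding genes had a median of -0.07 (camera adjusted p = 0.049, and adjusted p = 0.947 with an estimated correlation), with Hspa8 at -0.42. Fibroblast and fibro-adipogenic markers had a median of 0.15 (camera adjusted p = 0.049, and adjusted p = 0.701 with an estimated correlation), with Col1a1 at 0.38, while 8 of 17 lay under 0. In peaks within 50 kb none of these lists passed with all libraries, and their medians were -0.03, -0.11, -0.03 and -0.13, which became 0.11, 0.03, 0.11 and 0.01 with total counts. The sarcomere and atrophy calls were lost without lacZ-shRNA replicate 2, lacZ-shRNA replicate 3 or Yap-shRNA replicate 2 (highest camera adjusted p 0.611 and 0.711), and the heat shock and fibroblast calls without any of these or Yap-shRNA replicate 1 (highest 0.856 and 0.489). The heat shock and fibroblast calls also ended with relative log expression factors (camera adjusted p = 0.052 for each), and the fibroblast call with cyclic loess offsets (0.203). In peaks, the heat shock and atrophy lists passed lower without lacZ-shRNA replicate 1 (camera adjusted p = 0.0020 and 3.6e-05), and the atrophy list with peaks within 10 kb in place of 50 kb (0.016).

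Lists of YAP signalling and energy metabolism did not pass in either table with all libraries. Without lacZ-shRNA replicate 1, a shallow library, 6 of them passed with lower accessibility at TSS windows, namely YAP/TEAD target genes (camera adjusted p = 0.0027), Hippo pathway components (0.015), TCA cycle (6.9e-04), fatty acid oxidation (1.3e-05), glycolysis and glycogen (1.1e-05) and oxidative phosphorylation (8.7e-04), and in peaks YAP/TEAD target genes (0.032) and fatty acid oxidation (0.021). Without Yap-shRNA replicate 1 glycolysis and glycogen also passed at TSS windows (camera adjusted p = 0.043). YAP/TEAD target genes had a median of -0.02 over 22 windows and -0.06 over 68 peaks (camera adjusted p = 0.485 and 0.315). In this list an intronic peak of Crim1 (chromosome 17, 78333168 to 78333971) was called, at 24.0 ± 0.636 CPM with lacZ-shRNA and 15.3 ± 0.471 with Yap-shRNA (SD, n = 3), 1.58-fold lower (edgeR adjusted p = 0.038), a call that held only without lacZ-shRNA replicate 2 among the 6 fits with 1 library left out (highest 0.260), and that ended with the replicate block, total counts, DESeq2 and GC content as an offset. The peaks of smallest p after it were those of Axl (0.67) and Ccn2 (0.86), which did not pass. Hippo pathway components had medians of -0.02 and 0.03 (camera adjusted p = 0.949 and 0.885), and the Vgll4 peak (-0.58, edgeR adjusted p = 0.071) did not pass. For the TCA cycle the medians were -0.08 and -0.02, for fatty acid oxidation -0.03 and -0.04, for glycolysis and glycogen 0.01 and -0.01, for oxidative phosphorylation 0.01 and 0.04, and for CCT/TriC chaperonin and prefoldin -0.03 and -0.02, with camera adjusted p from 0.473 to 0.885. Fry's mixed test, which asks for change in either direction, gave adjusted p = 0.0032 for peaks of oxidative phosphorylation, 0.022 for those of sarcomere, neuromuscular junction, enhancer-linked and smooth muscle genes, and 0.026 for those of YAP/TEAD targets, Hippo components, interferon response and genes of proteins named in the study.

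The remaining lists did not pass. Slow fibre genes had medians of 0.07 and 0.08 in windows and peaks (camera adjusted p = 0.187 and 0.154), and neuromuscular junction and denervation genes of -0.02 and -0.03 (0.739 and 0.749), with the Musk window at -0.44 and a Myog peak at -0.52. For endothelial markers the medians were 0.00 and 0.03, for satellite cell markers -0.06 and -0.08, for smooth muscle and pericyte markers 0.03 and 0.18, for Schwann cell and adipocyte markers 0.06 and -0.05, and for genes of unrelated tissues 0.08 and -0.03, with camera adjusted p from 0.123 to 0.806. Leukocyte markers had a median of 0.08 over 11 peaks (camera adjusted p = 0.324).

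**Figure D3:**
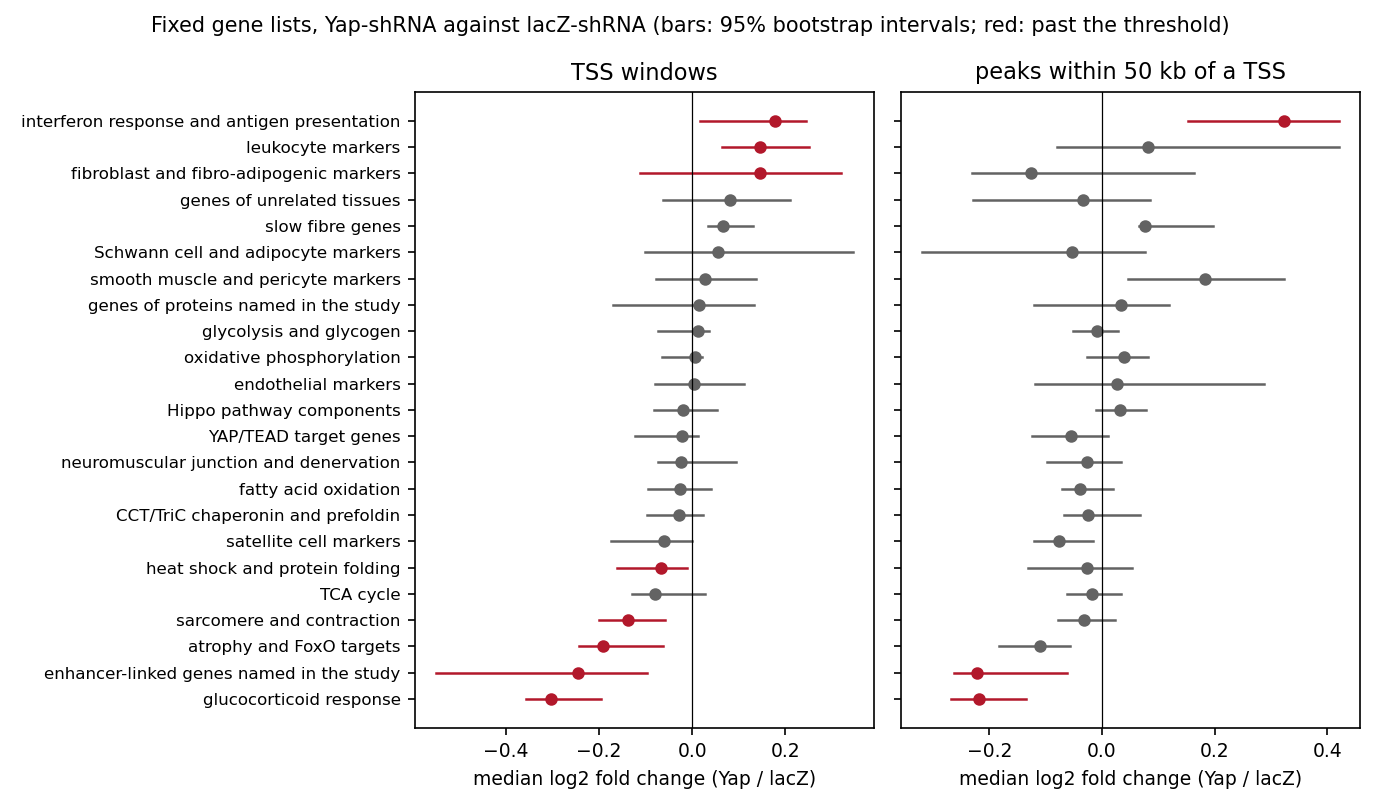
Median log2 fold change (Yap-shRNA over lacZ-shRNA) of the 23 lists in TSS windows and in peaks within 50 kb of a start, with 95% bootstrap intervals over regions. Red marks lists past the threshold of camera with a preset correlation, 8 in windows and 3 in peaks, and none passed with an estimated correlation. The glucocorticoid response lies at -0.30 and -0.22, and the interferon response at 0.18 and 0.32.

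Peaks that were lower with Yap-shRNA lay away from promoters. Of 171 lower peaks on chromosomes or contigs with an annotated start, 19.3% lay within 1 kb of a start, against 35.4% of the other peaks (Fisher's exact test, 2-sided, p = 5.8e-06), and of those without a G or C run of 15 bases 14.7% did (p = 2.6e-06). They were 36.3% intronic and 35.7% intergenic, against 27.9% and 32.1% of all peaks. The share over 50 kb from any start did not differ detectably, at 11.7% against 11.7% (Fisher's exact p = 1). Of the 18 higher peaks, 33.3% lay within 1 kb (Fisher's exact p = 1), 16.7% were intergenic, and 0 lay over 50 kb away, against 11.7% of other peaks (p = 0.258). Among the 200 peaks of smallest p with a higher value, most of which did not pass, 40.5% lay within 1 kb (Fisher's exact p = 0.138) and 3% over 50 kb away (p = 2.0e-05). Without lacZ-shRNA replicate 3, 68.7% of the higher peaks lay within 1 kb (Fisher's exact p = 4.4e-08) and 1.49% over 50 kb away (p = 0.0038), so their share within 1 kb depends on that library. Without lacZ-shRNA replicate 2 the share over 50 kb was 2.17% (Fisher's exact p = 0.038), as it was with the likelihood ratio test on all libraries, in each case with 46 peaks called, and without lacZ-shRNA replicate 1 it was 16.7% of 6 peaks (p = 0.526).

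The TEAD core motif was more frequent in the lower peaks. It occurred in 47.1% of 170 lower peaks with a sequence and in 34.1% of the others (Fisher's exact test, 2-sided, p = 6.2e-04), with an odds ratio of 1.72 (95% interval 1.25 to 2.35). Peaks matched on width and GC content held it in 34.8% (permutation over 10000 matched draws, p = 6.0e-04). In the lower peaks without a G or C run of 15 bases the share was 53.7%, against 42.1% in matched peaks (permutation p = 0.0068). In the 62 lower peaks with such a run the core's share was 35.5%, against 22.0% in matched peaks (permutation p = 0.018), so the excess was not confined to peaks without runs. The 8-base form occurred in 19.4% of the lower peaks and in 14.9% of the others (Fisher's exact p = 0.105). In the lower peaks without a run of 15 bases its share was 21.3%, against 18.3% in matched peaks (permutation p = 0.455). Of the 18 higher peaks 44.4% held the core, against 45.1% in matched peaks. The core's excess did not pass without lacZ-shRNA replicate 3 (38.2%, Fisher's exact p = 0.123) or without Yap-shRNA replicate 2 (37.7%, p = 0.430).

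Both tables count the same libraries and overlapping regions, so they are not independent. Of 13000 genes with a peak overlapping the TSS window, 71.8% had the same sign of fold change in both tables. All 11 windows called lower had an overlapping peak of the same sign, and 10 genes were called in the same direction in both tables.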

Values the study reported

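The study reported a total of 36,097 peaks found in 2 or more samples. Of these it called 275 different at FDR < 0.05, of which 42 were more open with AAV6:Yap-shRNA and 233 were more open with AAV6:lacZ-shRNA.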

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

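The removal of regions with G or C runs, trended dispersions, the removal of both shallow libraries and the glucocorticoid list without genes the study names were chosen after the data were seen. Beside the reported 18 higher and 173 lower peaks and 1 higher and 11 lower windows, the counts in that order were 46, 332, 2 and 31 with the likelihood ratio test, 6, 112, 0 and 20 with DESeq2, and 18, 109, 2 and 33 with cyclic loess offsets, the last with 94 of the lower peaks shared. Total counts gave 165 higher peaks and GC content as an offset 28, trended dispersions 39, and an adjusted p under 0.01 gave 5 higher and 100 lower peaks. Without regions holding a G or C run of 15 bases there were 11 higher and 98 lower peaks and 1 lower window, and with runs of 10 bases removed 10, 71 and 0. Without both shallow lacZ-shRNA libraries, which leaves 1 control library, there were 43 higher peaks (4 of the 18 kept), 116 lower peaks (62 of the 173 kept), 25 higher windows and 256 lower windows. Leaving out 1 library gave 4 to 67 higher and 103 to 355 lower peaks and 0 to 5 higher and 5 to 132 lower windows. Lists past the threshold fell from 8 in windows and 3 in peaks to 0 with an estimated correlation and 0 with fry in both tables, and ran from 3 to 13 and from 3 to 7 with 1 library left out. The glucocorticoid and interferon lists passed in the same direction in the other 11 alternatives for windows and 13 for peaks, all of which keep the preset correlation. Removing the genes the study names from the glucocorticoid list, 1 of these alternatives, leaves the interferon list unchanged. Same-numbered libraries did not deviate together (correlations 0.01, -0.18 and -0.20 in peaks and 0.17, -0.17 and 0.09 in windows, and not every library correlated best with its own number). With 3 libraries per group, centred within their group, and unlike depths, this check cannot show whether they share mice. The labels do not state it either, so the numbers were not read as pairs. A replicate block gave 17 higher and 200 lower peaks, 1 and 15 windows, and 6 and 3 lists, without the heat shock and fibroblast calls in windows (camera adjusted p = 0.072 and 0.060), and a replicate block with cyclic loess offsets 8 and 64 peaks and 1 and 20 windows. The share within 1 kb of a start ran from 16.4% to 22.6% for lower peaks with 1 library left out and from 12.5% to 68.7% for higher peaks, reversed against other peaks at 68.7% without lacZ-shRNA replicate 3, and was 36.4% for higher peaks without runs of 15 bases. The share over 50 kb ran from 8.96% to 14.2% for lower and from 0% to 16.7% for higher peaks, and with the likelihood ratio test was 10.1% and 2.17%. The TEAD share was 19.4% for the 8-base form and ran from 37.7% to 54.5% with 1 library left out. Of the 30 called peaks named, 8 kept their call in each alternative that held them, of the 12 called windows 3 did, and none reversed. The causes were not tested beyond the fewer regions or libraries that some alternatives hold by construction. The alternative with 1 window per gene was not run because the table already holds 1 window per gene identifier. Small changes were often missed in counts simulated with the depths, dispersions and 3 libraries per group of these data, whose shares in this were not separated. Of simulated 1.5-fold changes 49.3% were recovered in peaks and 32.8% in windows, among regions with a mean count of at least 50.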

Other observations

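Chosen after the results were seen were the observation on phosphodiesterase genes, and the tests of guanine reads, of an abundance trend in peaks with long runs, of a lower share of muscle nuclei, of a weaker contrast and of the splits of the libraries for the peak and window counts. The number of more accessible peaks here was 18. That is lower than the number quoted from the study above, and the number of less accessible peaks was lower too. With the likelihood ratio test of edgeR both were higher, at 46 and 332, so this gap depends on the test.

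Genes of cyclic nucleotide phosphodiesterases recurred among the lower peaks without a G or C run of 15 bases. Pde4d had 3 such peaks (chromosome 13, 109950772 to 109952083, 109751389 to 109753092 and 109756713 to 109757400), with log2 fold changes of -0.71, -0.54 and -0.71 (edgeR adjusted p = 0.0017, 0.019 and 0.024). Pde4a (-1.05) and Pde1c (chromosome 6, 56240211 to 56241191, -0.73) had 1 each, that of Pde1c 117203 bases from the nearest start. Counted by gene, 3 of 19 phosphodiesterase genes with a peak were nearest to a lower one, against 99 of 13892 other genes (Fisher's exact test, 2-sided, p = 3.4e-04). As the family was picked because it recurred, that p overstates the evidence. It also ignores the number of peaks per gene, as the 19 genes held 103 peaks without such a run and the 13892 others 35474. Counted by peak, 5 of 103 were lower, against 103 of 35474 (4.85% and 0.290%). All 3 libraries of each group lay apart in these 5 peaks, but each call ended without some library. In the order named the Pde4d calls ended without Yap-shRNA replicate 1 (highest edgeR adjusted p 0.088), without lacZ-shRNA replicate 2, Yap-shRNA replicate 1 or Yap-shRNA replicate 2 (0.292), and without lacZ-shRNA replicates 2 or 3 or Yap-shRNA replicates 2 or 3 (0.188), that of Pde1c without Yap-shRNA replicate 2 (0.057), and that of Pde4a without lacZ-shRNA replicate 1 or Yap-shRNA replicate 1 (0.146). With cyclic loess offsets all but the first ended.

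The fall of peaks with long G or C runs was weighed first. Against GC content as its source, 93.1% of the called peaks with a run of over 30 bases were still lower with GC content as an offset (median log2 fold change -1.17 before and -1.16 after). Peaks able to form a quadruplex without a run of 10 bases had a median of -0.009 relative to peaks of like GC content (95% interval -0.013 to -0.004), against -1.17 for peaks with runs. That argues against a like fall of quadruplex-forming peaks beyond their GC content. It does not test a loss of guanine-rich DNA in general, which the peaks of like GC content would share. A trend of fold change with abundance stays open, since with cyclic loess offsets 13.8% of those called peaks were still lower. Their median log2 fold change went from -1.17 to -0.99, so most of the change remained. The median SE rose from 0.153 to 0.244, which restates the lower test statistic, and why the calls ended was not tested. Reads made only of guanine, which a 2-colour sequencer calls where it sees no signal, were not measured here, and that 87.9% of the peaks with a G or C run of over 30 bases were lower, against 5.3% with an A or T run of that length, restates the pattern and does not test this source, and a biological effect confined to such runs was not tested. The 10 splits of the 6 libraries are too few for a share under 0.05: counting the real split, 2 gave as many calls in a direction as the 18 higher peaks and 1 as many as the 173 lower ones, with 50 as the highest of the others, and for windows 3 and 1 with real counts of 1 and 11 and 1 as the highest other.

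The 111 lower peaks without a G or C run of 15 bases were weighed second. A trend of fold change with abundance is argued against by cyclic loess offsets, under which 70.3% were still lower and their median log2 fold change went from -0.69 to -0.68. Low depth of lacZ-shRNA replicates 1 and 2 cannot be told apart from an effect of the group, since without them 1 control library is left and the peaks had been called with that library, so that 94.6% kept at least 0.5 of their log2 fold change there (median -0.65) decides nothing, and 62 of all 173 lower calls were kept. The palindrome core of the glucocorticoid receptor occurred in 10.2% of these peaks and in 2.40% of other peaks without such a run (Fisher's exact test, 2-sided, p = 6.5e-05, odds ratio 4.61, 95% interval 2.22 to 8.66), and in 3.65% of matched peaks (p = 0.0032). Only 11 of 108 peaks hold the core and binding of the receptor was not measured here, so a change in its occupancy stays open beside low depth. The palindrome was not among the tests of the main design, and peaks without such a run were set apart after values were seen.

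The higher interferon list was weighed last. More leukocyte nuclei in the Yap-shRNA libraries stay open, since the leukocyte list had a median of 0.146 (95% interval 0.065 to 0.251) beside 0.178 for the interferon list, although the PCM1 sort should remove such nuclei, and 9 of the 20 leukocyte windows lay above the median level of genes of unrelated tissues (13.6 against 14.9 CPM for the list medians, lacZ-shRNA). A lower share of muscle nuclei and a weaker contrast between open and closed regions cannot be told apart from no such change, as the lowest median of 4 other cell type lists was 0.005 (endothelial, -0.080 to 0.111) and genes of unrelated tissues had 0.082 (-0.063 to 0.209). Satellite cell markers, left out of those 4 since fibres express several of them, had a median of -0.06. Sarcomere and contraction genes had a median of -0.14 at TSS windows (95% interval -0.200 to -0.058), the direction of a lower share of muscle nuclei. Slow fibre genes, with 0.07, lay in the other direction. A response of the fibres themselves to the vector or to the loss of YAP was not tested, and for lists the 10 splits are too few for a share under 0.05, with as many lists past the threshold in 4 splits, the real one among them, for windows (8 real, highest other 15) and in 5 for peaks (3 real, highest other 8). Why other splits passed as many lists was not tested.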
